A study of Homo sapiens with 8 samples.

How the data were processed

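RNA was sequenced from 8 samples of the Alexander1 line, 4 of the parental line and 4 of its Axin1-restored derivative. Groups and replicate numbers were taken from the sample titles in the labels. Per the labels' protocols, total RNA was purified on columns and libraries were made with an mRNA kit and dual indexes. The deposited table holds raw counts per gene for each sample, without normalization, as its whole numbers and differing column totals show. The aligner, the counting program, the genome build, the annotation and the use of strand are stated neither in the labels nor in the table, so how reads shared between overlapping or near-identical genes were assigned is unknown. Each of the 8 columns was matched to its sample by the column name given in the labels, and 0 columns belonged to no sample.

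Gene identifiers were matched to GENCODE release 29 on GRCh38, in which 57943 of the 58206 identifiers were found, and to a table of gene symbols, in which 57495 were found. Coordinates, strand, exon overlaps, gene length and GC content come from that annotation, whose build may differ from the one the authors used. Genes of the mitochondrial chromosome were not analysed here.

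Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total 15), libraries were scaled by TMM factors, and the quasi-likelihood test (glmQLFit, glmQLFTest) compared the 2 groups without covariates. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all 14289 genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were obtained as the absolute log2 fold change over the square root of the F statistic, and intervals are at 95%. CPM values use the TMM-scaled totals, and log2 CPM values a prior count of 2. Where all libraries of a group held 3 counts or fewer, the fold difference is given as a lower bound against 3 counts. For 2 genes, AXIN1 and ITGB1, an exact permutation test of log2 CPM over all 70 labelings was added.

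The 6 gene lists (Wnt targets, focal adhesion, endocytosis and lysosome, interferon response, proliferation, hepatocyte) were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with adjustment over the 6 lists, and with fry and an estimated correlation as alternatives. No tested list gene was at or under 3 counts in all libraries of a group, so the main medians hold no lower bounds, whereas those without an expression filter can include such genes. The lists, the tests and the rule for naming genes were fixed before the data were examined. Named genes are AXIN1 and ITGB1, the 5 largest increases and the 5 largest decreases among genes with an adjusted p under 0.05, a mean of at least 1 CPM, a gene symbol and no overlap between the groups, and from each list the 3 genes with the smallest p-value. Of these, 1 gene is not reported here. LEF1, TBX3 and AXIN2 were added after their values were seen, as were genes named only in the closing observations.

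Alternatives chosen beforehand were DESeq2 size factors, upper-quartile scaling, total counts only, no expression filter, a mean of at least 1 CPM, the DESeq2 1.42.0 Wald test, limma-voom, the replicate number as a block, an adjusted p under 0.01, and leaving out each library in turn. An offset removing each library's trend with GC content and gene length (splines with 5 degrees of freedom) and thinning of all libraries to 11232951 counts were chosen after seeing the data. For the chromosome analysis, gene positions were permuted 10000 times for chromosome medians and 200 times for the spread of window medians.

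Depth differed between groups. The parental libraries held 11232951 to 15263761 counts and the restored-labelled ones 12372436 to 26400782, with between 99.75% and 99.85% of counts in tested genes and TMM factors from 0.897 to 1.06. The tests were checked on simulated counts with the means, dispersions and totals of these libraries. With 197 changed genes among 14090, edgeR recovered 77.2% of them (94.1% of those changed 4-fold), and 5.59% of its 161 calls were false. DESeq2 recovered 84.8% with 18.9% of 206 calls false, and limma-voom 75.6% with 5.70% of 158 false. Among 400 random lists in unchanged data on 14289 genes, camera gave a p under 0.05 for 3.75%. The simulation used means, dispersions and totals, and the lists were random, so this rate does not test the preset correlation between list genes. The interferon response list depended on that setting, with a camera adjusted p of 0.0103 under the preset correlation and 0.186 under an estimated one. In unchanged data on 11081 genes the chromosome test called 0 chromosomes.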

Results

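Gene expression was measured by RNA sequencing of mRNA libraries from Alexander1 cells, an established epithelial line derived from a human hepatocellular carcinoma. The series concerns the scaffold protein Axin1, a negative regulator of canonical Wnt signalling. According to the labels, the line as obtained carries an Axin1 lacking the part that binds the kinase GSK3, and its Wnt pathway is therefore always on. Its derivative received Axin1 by retroviral transfer followed by hygromycin selection of clones. There were 4 parental libraries and 4 libraries labelled as Axin1-restored. The parental libraries held 12563249, 15263761, 11232951 and 13655497 counts (replicates 1 to 4), and the restored-labelled libraries held 26400782, 12372436, 19987404 and 24135989 counts. A count of 3 therefore corresponded to between 0.108 and 0.267 CPM (counts relative to the scaled library total), depending on the library. Of 58206 genes in the table, 30224 had at least 1 count and 14289 passed the expression filter and were tested. The 10 most abundant genes took between 5.81% and 9.01% of a library's counts.

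The first principal component of the log2 CPM values carried 55.9% of the variance and separated the labels, with parental libraries between -46.7 and -42.6 and restored-labelled libraries between 22.2 and 56.8. Restored replicate 1 lay closest to the parental libraries on this axis, at 22.2 against 48.7 or more for the other restored-labelled libraries. The second component carried 21.0% of the variance and set parental replicate 1, at -61.5, apart from the other libraries, which lay between -25.0 and 30.3. Pairs of libraries of the same label had Pearson correlations across genes between 0.948 and 0.990, and pairs of different labels between 0.904 and 0.956. Pairs of the same label differed by more than counting noise, with a chi-square statistic per degree of freedom between 10.4 and 104. This does not tell separate cultures from repeat preparations, and each library was counted as a replicate because the labels give it as a separate sample.

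**Figure D1:**
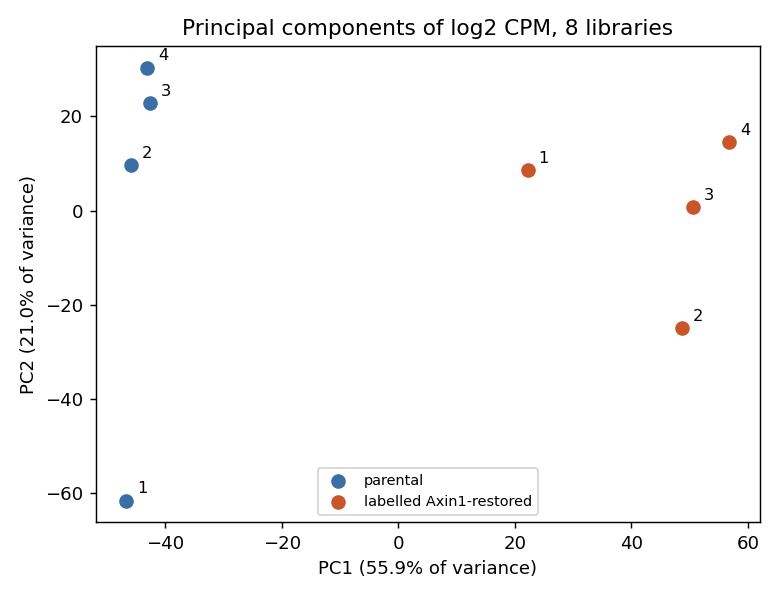
Scores of the 8 libraries on the first 2 principal components of log2 CPM (55.9% and 21.0% of the variance, component units), coloured by label and numbered by replicate. The labels separate along the first axis, where restored replicate 1 scores 22.2, and parental replicate 1 stands apart on the second axis at -61.5.

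AXIN1 itself was examined first, as the gene whose expression the design set out to change. AXIN1 (ENSG00000103126) lies on the minus strand of chromosome 16, from 287440 to 352673 in GRCh38, and no other expressed gene overlaps its exons in the annotation. Its level was 55.3, 52.8, 47.4 and 54.2 CPM in parental replicates 1 to 4 and 47.6, 48.0, 48.2 and 37.7 CPM in restored-labelled replicates 1 to 4. The means were 52.4 CPM ± 3.49 (SD, n = 4) in the parental and 45.4 CPM ± 5.13 (SD, n = 4) in the restored-labelled libraries, the latter resting on between 582 and 1327 counts per library. The log2 fold change, restored-labelled over parental, was -0.21 (SE 0.12, 95% confidence interval -0.48 to 0.07), with an adjusted p of 0.267 in edgeR's quasi-likelihood test. An exact two-sided permutation test over the 70 labelings of the 8 libraries gave p = 0.114. AXIN1 mRNA was thus not higher in the libraries labelled as Axin1-restored, at the level of all reads assigned to the gene, and every direction given here rests on the labels alone. Over the alternative analyses the value ranged from -0.26 without parental replicate 3 to -0.13 without restored replicate 4, with total counts only and with the GC and length offset, and none of them placed it past the threshold.

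The overall comparison asked which genes differed between the parental and the restored-labelled libraries. At an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment over the genes tested), 2738 genes differed, of which 1485 were higher and 1253 were lower in the restored-labelled libraries. These made up 19.2% of the genes tested, and 4786 genes had an unadjusted p under 0.05. An absolute log2 fold change of at least 1 was reached by 1095 of them, 626 higher and 469 lower. In 3422 genes (23.9% of those tested) the 4 values of the labels did not overlap, where chance alone gives 2.86%. The median log2 fold change of all tested genes was 0.00, and the biological coefficient of variation was 0.227. The largest change in the number of genes came with the stricter threshold of 0.01, at which 964 genes differed. Leaving out restored replicate 4, parental replicate 2 or restored replicate 3 gave 1394, 1508 and 1531 genes, and leaving out parental replicate 1 gave 3523.

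Among the largest increases with separated values, those given here were seen in genes that were nearly or fully undetected in the parental libraries, so that only a lower bound of the fold difference could be given, computed against 3 counts per library. CALB1 (ENSG00000104327, chromosome 8, 90058608 to 90095475), which encodes the calcium-binding protein calbindin, had at most 1 count in each parental library and 49.0 CPM ± 6.81 (SD, n = 4) in the restored-labelled ones, at least 206-fold higher (edgeR adjusted p = 9.0e-08). SLC6A14 (ENSG00000268104, chromosome X, 116436622 to 116461458) had no count in any parental library and 4.65 CPM ± 1.45 (SD, n = 4) in the restored-labelled ones, at least 19.6-fold higher. COL4A5 (ENSG00000188153, chromosome X, 108439844 to 108697545) was at least 12.8-fold higher, with 0.717 CPM in restored replicate 1 and between 3.79 and 3.86 CPM in the others. SLC44A5 (ENSG00000137968, chromosome 1, 75202131 to 75611116) was at least 11.5-fold higher, at 2.73 CPM ± 1.14 (SD, n = 4). The adjusted p of the last 3 genes lay between 0.00022 and 0.0025 in the same test.

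The largest decreases were of similar kind. CNTNAP4 (ENSG00000152910, chromosome 16, 76277278 to 76559238) fell from 4.81 CPM ± 0.669 (SD, n = 4) to at most 2 counts per restored-labelled library, at least 31.0-fold lower. HSD17B2 (ENSG00000086696, chromosome 16, 82035004 to 82098534), encoding a steroid dehydrogenase, fell from 15.7 CPM ± 6.17 to 0.0841 CPM ± 0.137 (SD, n = 4 each), a log2 fold change of -7.17 (SE 0.65, edgeR adjusted p = 7.4e-05), with 8 counts in restored replicate 1 and at most 1 in each of the other restored-labelled libraries. Without restored replicate 1 the log2 fold change of HSD17B2 was -9.29, so its size depended on that library. CGA (ENSG00000135346, chromosome 6, 87085498 to 87095406), encoding the shared subunit of the glycoprotein hormones, fell from 156 CPM ± 41.9 to 2.03 CPM ± 1.47 (SD, n = 4 each), a log2 fold change of -6.19 (SE 0.41, edgeR adjusted p = 8.4e-06). AUTS2 (ENSG00000158321, chromosome 7, 69598296 to 70793495) was at least 16.01-fold lower, from 2.48 CPM ± 0.555 (SD, n = 4). HRH1 (ENSG00000196639, chromosome 3, 11137093 to 11263557) was at least 14.3-fold lower, from 2.21 CPM ± 0.425 (SD, n = 4). The counting bounds cover counting error only, and each of these 9 genes stayed on its side of the threshold in all 18 alternative analyses that gave a value for it.

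The series title names integrin beta-1, and the next question was whether its mRNA differed. ITGB1 (ENSG00000150093, chromosome 10, 32900319 to 33005792, minus strand) stood at 422 CPM ± 138 (SD, n = 4) in the parental and 913 CPM ± 243 (SD, n = 4) in the restored-labelled libraries. The log2 fold change was 1.11 (SE 0.27, 95% confidence interval 0.51 to 1.71), with an edgeR adjusted p of 0.0178. The values did not overlap, with a highest parental value of 544 CPM and a lowest restored-labelled value of 602 CPM, and the exact two-sided permutation test gave p = 0.0286, the smallest that 4 against 4 libraries allow. This call was lost without restored replicate 4, which had the highest value (1185 CPM). The log2 fold change was then 0.96 with an adjusted p of 0.0610, in a range of 2.7e-05 to 0.0610 over the alternatives. Whether that high value was the reason was not tested. Leaving out this library lowered the number of genes called to 1394, and without parental replicate 1 ITGB1 passed at a smaller log2 fold change (0.90, edgeR adjusted p = 0.0083). An exon of ITGB1 overlaps one of ITGB1-DT on the opposite strand, and whether strand was used in counting is not stated.

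**Figure D2:**
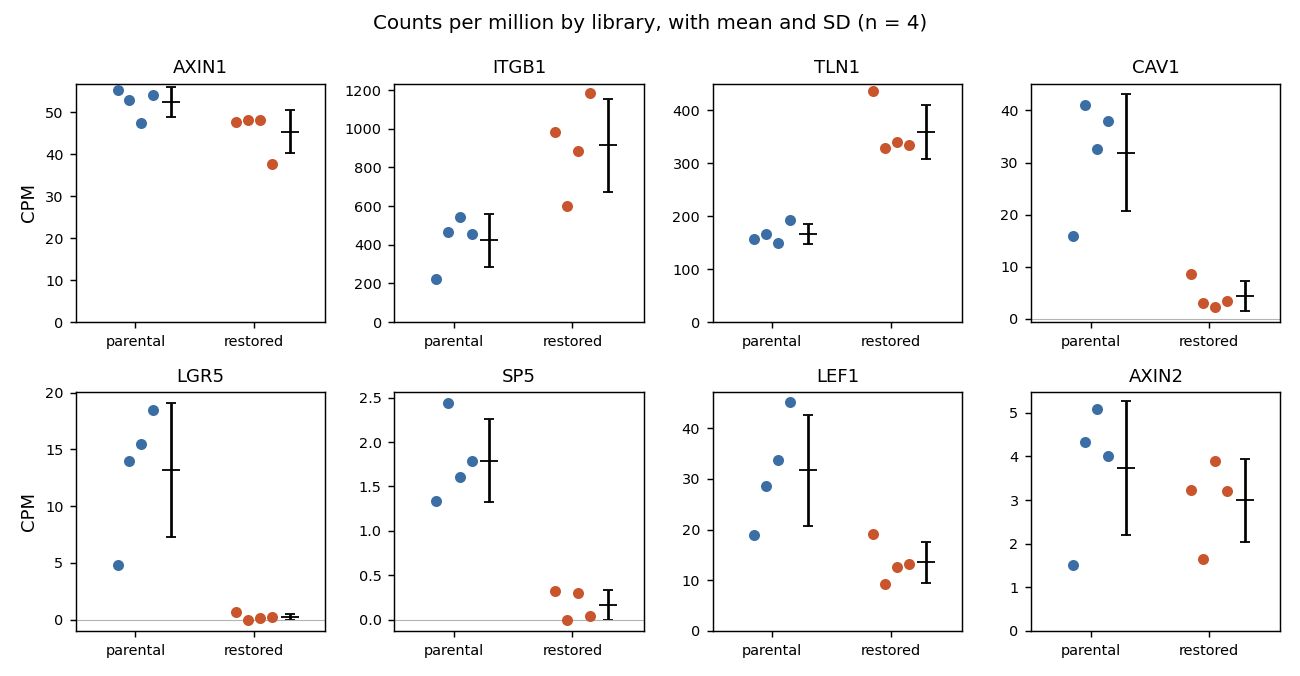
Levels in CPM (vertical axes, from 0) of 8 genes in each parental and each restored-labelled library (points, replicates 1 to 4 from left to right), with the mean and SD of 4 libraries as black bars. AXIN1 is not higher in the restored-labelled libraries (45.4 against 52.4 CPM), whereas ITGB1 and TLN1 are higher and CAV1, LGR5 and SP5 lower without overlap between the labels.

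Wnt readouts were compared through a list of 22 target genes, fixed with the other lists before the data were examined. Of these, 14 could be tested, and their median log2 fold change was -0.20, with 9 lower and 5 higher. The list as a whole was not shifted to 1 side of the other genes (limma camera, adjusted p = 0.438 over the 6 lists). That test looks for a shift in 1 direction and can miss members that move both ways. Members of the list split: of the 14, 5 were lower and 2 higher at an adjusted p under 0.05 over all genes. Of all genes tested, 19.2% passed that threshold. Adjusted over the list alone, 5 were lower and 3 higher. LGR5 (ENSG00000139292, chromosome 12, 71439770 to 71586310) fell from 13.2 CPM ± 5.89 to 0.245 CPM ± 0.284 (SD, n = 4 each), a log2 fold change of -5.49 (SE 0.62, edgeR adjusted p = 0.00029). With 1 library left out its log2 fold change ranged from -6.54 (without restored replicate 1) to -5.23 (without restored replicate 3). SP5 (ENSG00000204335, chromosome 2, 170715351 to 170718078) fell from 1.79 CPM ± 0.469 to 0.164 CPM ± 0.168, a log2 fold change of -3.27 (SE 0.58, edgeR adjusted p = 0.0037). CD44 (ENSG00000026508, chromosome 11, 35138870 to 35232402) rose from 0.355 CPM ± 0.302 to 3.57 CPM ± 3.30, a log2 fold change of 3.38 (SE 0.73, edgeR adjusted p = 0.0102), with 8.43 CPM in restored replicate 1 and 2.56 CPM or less in the others. That fold change moved from 2.48 without restored replicate 1 to 4.12 without parental replicate 1. Of the genes chosen after their values were seen, LEF1 and TBX3 were lower, with log2 fold changes of -1.22 (SE 0.28) and -1.47 (SE 0.39) and edgeR adjusted p of 0.0127 and 0.0252. TBX3 passed the threshold no longer when any of parental replicates 2, 3 and 4 or restored replicates 2, 3 and 4 was left out, or with the replicate number as a block (edgeR adjusted p = 0.0846). AXIN2, a commonly used readout, stood at 3.73 CPM ± 1.55 and 2.99 CPM ± 0.9503 (SD, n = 4 each) and was not distinguishable between the labels (log2 fold change -0.31, SE 0.37, edgeR adjusted p = 0.598), with values from -0.56 without parental replicate 1 to -0.12 without restored replicate 2. The list median ranged from -0.31 with thinned counts to -0.02 without an expression filter, and without restored replicate 2 it was -0.03.

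Focal adhesion components and integrins were compared through a list of 37 genes, 33 of them tested. Their median log2 fold change was -0.03 (camera adjusted p = 0.627), the direction of which reversed to 0.05 when libraries were scaled by total counts only, and which was -0.11 without parental replicate 1 and -0.001 without parental replicate 2. Members moved both ways: 8 were higher and 4 lower at an adjusted p under 0.05, the same numbers as adjusted over the list alone. TLN1 (ENSG00000137076, chromosome 9, 35696948 to 35732395), encoding talin, rose from 166 CPM ± 19.04 to 359 CPM ± 51.0 (SD, n = 4 each), a log2 fold change of 1.11 (SE 0.14, edgeR adjusted p = 0.00057). The other expressed genes in its window of 40 neighbours had a median log2 fold change of 0.84, and its exons overlap those of CREB3 on the opposite strand. CAV1 (ENSG00000105974, chromosome 7, 116524785 to 116561184), encoding caveolin, fell from 31.9 CPM ± 11.2 to 4.34 CPM ± 2.91, a log2 fold change of -2.85 (SE 0.42, edgeR adjusted p = 0.0014). ITGA6 (ENSG00000091409, chromosome 2, 172427354 to 172506282), encoding an integrin alpha subunit, rose from 37.6 CPM ± 12.4 to 119 CPM ± 27.8, a log2 fold change of 1.66 (SE 0.25, edgeR adjusted p = 0.0014).

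Endocytosis and lysosome components formed a list of 34 genes, all tested, with a median log2 fold change of 0.05 (camera adjusted p = 0.492). At an adjusted p under 0.05, 3 were higher and 1 was lower, and adjusted over the list alone 8 were higher and 3 lower. The clathrin heavy chain gene CLTC (ENSG00000141367, chromosome 17, 59619689 to 59696956) rose from 266 CPM ± 26.4 to 545 CPM ± 89.0 (SD, n = 4 each), a log2 fold change of 1.03 (SE 0.15, edgeR adjusted p = 0.0012), within a window whose other genes had a median of 0.42. The adaptor gene AP2A1 (ENSG00000196961, chromosome 19, 49766968 to 49807113) rose from 107 CPM ± 7.60 to 178 CPM ± 20.1, a log2 fold change of 0.73 (SE 0.12, edgeR adjusted p = 0.0025). Exons of CLTC overlap PTRH2 and those of AP2A1 overlap FUZ, each on the opposite strand. RAB7A (ENSG00000075785, chromosome 3, 128726122 to 128814796) fell from 327 CPM ± 10.5 to 248 CPM ± 13.7, a log2 fold change of -0.40 (SE 0.11, edgeR adjusted p = 0.0263), a call that was lost in 8 of 18 alternative analyses. The other genes in the window of RAB7A had a median of -0.22, which left -0.18 after subtraction, and those in the window of AP2A1 had a median of 0.13. The list passed the threshold under fry, a rotation test of the list alone (adjusted p = 0.0106), and not with an estimated correlation in camera (adjusted p = 0.751). Its median was 0.008 without restored replicate 3, 0.12 without restored replicate 1 and 0.14 with total counts only.

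The interferon response list held 24 genes, chosen because the derivative was made with a retrovirus, and 17 of them were tested. Its median log2 fold change was 0.42, with 13 genes higher and 4 lower, and camera gave an adjusted p of 0.0103. At an adjusted p under 0.05, 7 were higher and 0 lower over all genes, and 7 higher and 1 lower adjusted over the list alone. IFI6 (ENSG00000126709, chromosome 1, 27666061 to 27672218) rose from 19.9 CPM ± 1.87 to 38.3 CPM ± 9.83 (SD, n = 4 each), a log2 fold change of 0.94 (SE 0.19, edgeR adjusted p = 0.0064). IFI27 (ENSG00000165949, chromosome 14, 94104836 to 94116698) and OAS2 (ENSG00000111335, chromosome 12, 112978395 to 113011723) rose at low levels, from 0.278 CPM ± 0.189 to 1.72 CPM ± 0.241 and from 0.241 CPM ± 0.259 to 1.18 CPM ± 0.262. Their log2 fold changes were 2.60 (SE 0.42) and 2.23 (SE 0.60), with edgeR adjusted p of 0.0022 and 0.0263. The call for OAS2 was lost in 4 of 16 alternative analyses, and its log2 fold change moved from 1.80 without parental replicate 4 to 3.34 without parental replicate 2. The list held under fry (adjusted p = 0.0021) and not with an estimated correlation in camera (adjusted p = 0.186), and without restored replicate 1 its median was 0.36 with an adjusted p of 0.0568. Over all alternatives its adjusted p ranged from 0.0020 to 0.186.

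Proliferation genes, included because cultures can differ in density or growth, formed a list of 24 genes, all tested, with a median log2 fold change of 0.27 (camera adjusted p = 0.107). The value moved with single libraries: it was 0.03 without parental replicate 1 (camera adjusted p = 0.863), 0.13 without restored replicate 1 (adjusted p = 0.467), 0.34 without restored replicate 2 (adjusted p = 0.0383) and 0.50 without parental replicate 4 (adjusted p = 0.0010). TOP2A (ENSG00000131747, chromosome 17, 40388516 to 40417950) was the only member past the threshold, over all genes as well as adjusted over the list alone, and rose from 177 CPM ± 25.6 to 348 CPM ± 52.4 (SD, n = 4 each), a log2 fold change of 0.97 (SE 0.15, edgeR adjusted p = 0.0017). CCNB1 (ENSG00000134057, chromosome 5, 69167010 to 69178245) and E2F1 (ENSG00000101412, chromosome 20, 33675683 to 33686404) did not pass it, with log2 fold changes of 0.57 (SE 0.22) and 0.37 (SE 0.14) and edgeR adjusted p of 0.0881 and 0.0930. CCNB1 moved from 0.41 without parental replicate 1 to 0.80 without parental replicate 4, where it passed (edgeR adjusted p = 0.0207). The other genes in the chromosome windows of TOP2A, CCNB1 and E2F1 had median log2 fold changes of 0.35, 0.42 and -0.08. After subtraction 0.62, 0.15 and 0.45 were left, so most of the CCNB1 value was shared by its region.

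Hepatocyte products and regulators formed a list of 18 genes, 17 of them tested, with a median log2 fold change of -0.31 (camera adjusted p = 0.358). Members moved in both directions, 4 higher and 4 lower at an adjusted p under 0.05, and 4 higher and 8 lower adjusted over the list alone. The fibrinogen genes FGB (ENSG00000171564, chromosome 4, 154562956 to 154571086) and FGG (ENSG00000171557, chromosome 4, 154604134 to 154612967) rose from 768 CPM ± 102 to 3175 CPM ± 612 and from 827 CPM ± 77.5 to 2498 CPM ± 495 (SD, n = 4 each). Their log2 fold changes were 2.05 (SE 0.18) and 1.595 (SE 0.17), with edgeR adjusted p of 6.4e-05 and 0.00023. AHSG (ENSG00000145192, chromosome 3, 186612923 to 186621318), encoding fetuin, fell from 467 CPM ± 181 to 50.2 CPM ± 18.9, a log2 fold change of -3.22 (SE 0.34, edgeR adjusted p = 0.00020). Of the 6 lists, the interferon response list passed camera's threshold, it and the endocytosis and lysosome list passed that of fry, and 0 lists passed with an estimated correlation.

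Log2 fold changes were also set out along the chromosomes, since clonal selection was part of the design. The 11081 genes with a mean log2 CPM above 2 fell into 277 windows of 20 to 40 consecutive genes. The median log2 fold change was 0.40 on chromosome 5, where 83.5% of 467 genes were higher in the restored-labelled libraries, and -0.21 on chromosome 13, where 29.9% of 187 genes were. In a window on chromosome 9 from 35605305 to 71986054 the median was 0.85, and in a window on chromosome 1 from 112523518 to 121392822 it was -0.63, where 0 of 40 genes were higher. AXIN1 lay in a window whose other genes had a median of -0.26.

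**Figure D3:**
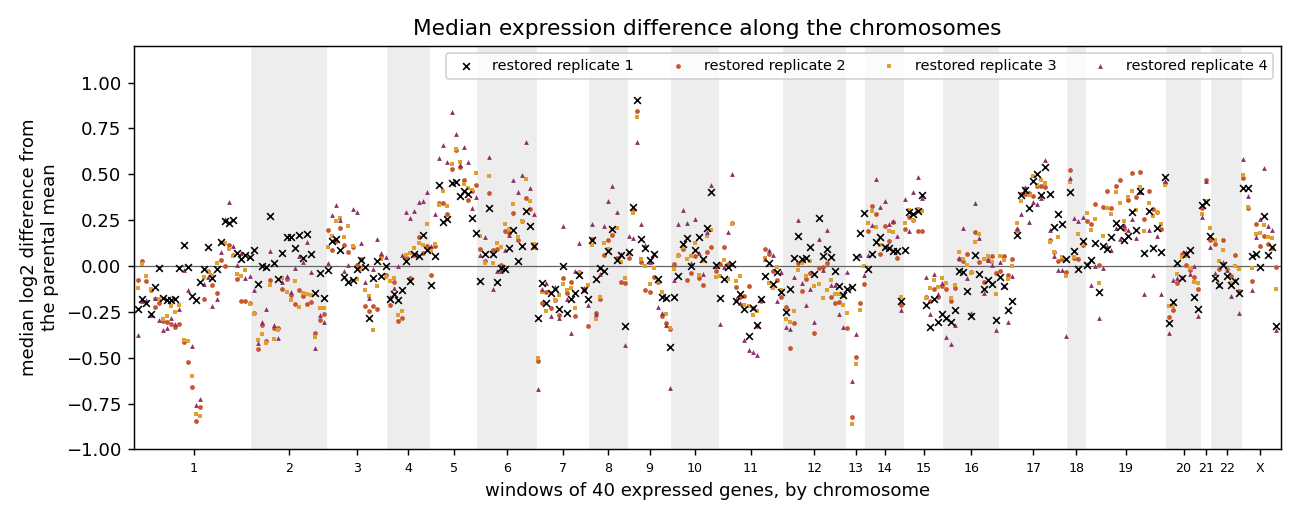
Median log2 difference of each restored-labelled library from the parental mean (vertical axis) in windows of consecutive expressed genes, ordered along chromosomes 1 to 22 and X (horizontal axis), with 1 symbol per library. The 4 libraries lie together at 0.68 to 0.91 in the highest window of chromosome 9, and restored replicate 1 lies near 0 (-0.09) where the others reach -0.73 to -0.82 on chromosome 1.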

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

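The tests below were chosen after the values were seen. There were 77 groups of 4 values (totals, CPM of the named genes, and list medians, each within a label). In 11 groups a library lay far from the other 3 by Dixon's criterion, where independent, normally distributed values would give 3.85. The groups come from the same libraries and are not independent, so 11 against 3.85 does not measure an excess over chance. Of these 11, 6 concerned restored replicate 1. With total counts as the only scaling 8 groups met the criterion, and with the GC and length offset 10 did.

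Restored replicate 1 was low in COL4A5 at 0.717 CPM, against 3.79 to 3.86 CPM in the other restored-labelled libraries, and in FGB at 2257 CPM, against 3452 to 3503 CPM. It was high in CGA at 4.23 CPM against 1.24 to 1.38 CPM, in TLN1 at 435 CPM against 328 to 341 CPM, and in CNTNAP4 at 0.0717 CPM against 0. In restored replicate 4, HRH1 stood at 0.117 CPM against 0 in the others. For CNTNAP4 and HRH1 the library that stood apart held at most 3 counts, so counting error is a candidate explanation. The other libraries of the label held 0 counts there, so any count met the criterion. For AXIN1, COL4A5, CGA, TLN1 and FGB the library that stood apart held 20 or more, far above what counting error needs. The distance of the library apart from the median of the other 3 was then measured again. With the GC and length offset at least 57.1% of it was left in each of COL4A5, CGA, TLN1 and FGB, which argues against that trend as the whole source. With total counts only at least 94.2% was left in these 4 genes, at 461 CPM against 354 CPM or less for TLN1 and 2388 CPM against 3386 CPM or more for FGB. TLN1 and FGB no longer met the criterion under that scaling, while COL4A5 and CGA did. A single factor for the library cannot raise CGA and TLN1 and lower COL4A5 and FGB, so scaling is argued against. The labels give no group within the restored-labelled libraries, and no biological explanation of these differences was tested.

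AXIN1 was low in restored replicate 4, at 37.7 CPM against 47.6 to 48.2 CPM in the other restored-labelled libraries. Restored replicate 4 also had a trend with GC content relative to the other libraries of its label (Spearman's rho of -0.59 across 11081 genes, which are not independent replicates). With the offset, AXIN1 stood at 42.0 CPM in that library and at 45.1, 51.7 and 48.1 CPM in restored replicates 1 to 3, and no longer met the criterion. The distance from the median of the other 3 was 59.1% of what it was without the offset, and the log2 fold change of AXIN1 with the offset was -0.13. With total counts only 86.7% of the distance was left, at 40.1 CPM against 47.1 CPM or more. As this is 1 gene in 1 library, a GC and length trend and scaling cannot be told apart from other sources. No biological explanation was tested.

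Among list medians of log2 CPM, given as deviations from the mean of the 8 libraries, parental replicate 1 stood apart for endocytosis and lysosome genes (0.029 against -0.058 to -0.045). Parental replicate 4 did so for hepatocyte genes (0.039 against 0.205 to 0.222), restored replicate 2 for Wnt targets (-0.43 against 0.01 to 0.07) and restored replicate 1 for focal adhesion genes (0.19 against -0.044 to -0.004). With the GC and length offset 0 of these 4 lists met the criterion for that library, and with total counts only 1 did (Wnt targets). With the offset 42.9% of the distance from the median of the other 3 was left for focal adhesion genes, so that trend may account for part of this difference. For Wnt targets 79.7% and for hepatocyte genes 93.5% was left, the latter with parental replicate 1 moved to -0.15. For endocytosis and lysosome genes parental replicate 1 moved to the other side (-0.083 against -0.069 to -0.007), at 64.0% of the former distance. With total counts only it also moved to the other side (-0.13 against -0.090 to -0.022), as far as before. In the other 3 lists 50.4% of the distance was left for hepatocyte genes, 110% for Wnt targets and 128% for focal adhesion genes. The Wnt target value (-0.46 against 0.087 to 0.157) thus stayed in place under that scaling. Each of these values concerns 1 list in 1 library, and 1 other scaling does not cover scaling in general. Scaling for the 4 lists, and the GC and length trend for all but focal adhesion genes, therefore cannot be told apart from other sources. No biological explanation was tested.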

How the results depend on the processing

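The number of genes at an adjusted p under 0.05 stayed within 1.5 times the main value of 2738 under each other scaling, filter and tool, from 2592 with total counts only to 3504 with the DESeq2 Wald test, in which 44 adjusted p-values were not given. With total counts only, 1724 genes were higher and 868 lower (66.5% higher, against 54.2% with TMM factors), as that scaling moved the median log2 fold change of all genes to 0.09. Of the 2738 genes, 2341 were also called under that scaling and 2718 by DESeq2, all in the same direction. With the stricter threshold of 0.01, the counts were 964 in all, 566 higher, 398 lower and 636 with a large change. Across the 8 analyses that each left out 1 library the counts ranged from 1394 (without restored replicate 4) to 3523 (without parental replicate 1) in all, from 797 to 1918 higher, from 597 to 1605 lower, and from 758 to 1404 with a large change. These analyses use fewer samples, but why some libraries weigh more than others was not tested.

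Replicate numbers are shared between the labels, and a fit with the replicate number as a block called 2033 genes. Libraries with the same number did not deviate together (correlations across 9787 genes of -0.19, -0.02, -0.17 and 0.23 for replicates 1 to 4), so the libraries share a number and no pairing, and the block moved no list past or back over the threshold. With it RAB7A, OAS2 and TBX3 passed the threshold no longer (edgeR adjusted p of 0.0793, 0.0538 and 0.0846).

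AXIN1 kept its direction and side of the threshold in all 18 alternatives, from -0.26 to -0.13. ITGB1 ranged from 0.90 to 1.27 when 1 library was left out, with an adjusted p of up to 0.0610 (without restored replicate 4), and passed the threshold in the other 17 alternatives. The focal adhesion median reversed to 0.050 with total counts only, by the shift of all genes under that scaling, and ranged from -0.11 to -0.001 with 1 library left out. The proliferation list passed the threshold without an expression filter (0.29, adjusted p = 0.0448), and ranged from 0.033 to 0.50 with 1 library left out, passing without parental replicate 4 (0.50) and without restored replicate 2 (0.34, adjusted p = 0.0383). Its adjusted p ranged from 0.0010 to 0.863, and the cause was not tested. The endocytosis and lysosome list (0.046) passed under fry (adjusted p = 0.0106), which tests a list without setting it against other genes. Its median rose to 0.14 with total counts only and ranged from 0.008 to 0.12 with 1 library left out, and its adjusted p ranged up to 0.751 over the alternatives. The interferon response list (0.42) did not pass with an estimated correlation (adjusted p = 0.186) or without restored replicate 1. Its median ranged from 0.36 to 0.50 with 1 library left out, and its adjusted p from 0.0020 to 0.186 over the alternatives. Wnt target and hepatocyte medians kept their direction and stayed short of the threshold in all 19 alternatives, from -0.31 to -0.02 and from -0.33 to -0.21.

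Of 31 other named genes, 26 kept their direction and side of the threshold in each alternative. In the remaining 5 (RAB7A, OAS2, TBX3, CCNB1 and E2F1), 19 comparisons were weaker, 3 stronger and 0 reversed. Depth limits the fold changes of genes at or under 3 counts in a group to lower bounds.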

Other observations

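Of the tests in this part, those on weakly expressed and window-corrected interferon genes, on the GC and length trend for windows, on-off genes and proliferation genes, on the agreement of less and more expressed genes and on the spread within a label and over other splits were set out before their results were seen, and the others after. Only 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many genes at an adjusted p under 0.05, and the largest other number was 11. The same held for the larger direction, the smaller direction and the genes with a large change, each with 1 of 35. In every other split both groups held libraries of both labels. The difference between the labels then widened the spread within groups and lowered the number of calls. These numbers are therefore no measure of false calls, and they cannot tell biology from a batch that followed the labels. For list medians, 1 of 35 splits was as far from 0 for the interferon response and for the hepatocyte list, 11 of 35 for Wnt targets, 25 of 35 for focal adhesion, 8 of 35 for endocytosis and lysosome and 12 of 35 for proliferation. A chance division of libraries thus gives medians as large as the last 4.

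Technical sources of the difference between the labels were weighed first. The higher depth of the restored-labelled libraries is argued against as its source, as 2546 genes were still called after thinning. A GC and length trend is argued against too, since 3277 genes were called with the offset. Exchange of single libraries between labels is argued against by 0 libraries correlating better with the other label than with their own. Restoration of Axin1, the retroviral vector, hygromycin selection and the choice of a clone all changed together, and no vector-only line was analysed here. The labels state no batch, so a batch of culture, library preparation or sequencing that followed the labels could not be tested. The shares of all these in the 2738 genes stay open.

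The absence of higher AXIN1 mRNA in the libraries labelled as restored goes against what the design describes. Too few reads are argued against, because the 95% interval of the log2 fold change ended at 0.065, well under a doubling. An exchange of the labels of both whole groups cannot be told apart from the labels as given: the Wnt target median of -0.20 goes with the labels, but lies within the range of other splits, and members go both ways. AXIN1 protein was not analysed here, and the labels describe protein restored to a physiological level. Reads of the introduced copy may also have been assigned elsewhere or lost, which would depend on the sequence of the insert and on the authors' counting, and this was not tested.

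The interferon response list was weighed against 3 technical readings. With the GC and length offset its median was 0.48, so that trend is argued against as the whole source. Its 8 members with a mean of at least 10 CPM had a median of 0.38, higher than 99.4% of 10000 random lists matched on expression, so noise in weakly expressed members is argued against. After the median of each gene's chromosome window was subtracted, the list median was 0.47, so regional shifts are argued against. A mild interferon-type response in the restored-labelled line may therefore be biological, as a hypothesis found and tested on the same data. It may stem from the vector, the selected clone or Axin1, which the design confounds, and a batch that followed the labels could not be tested. The higher list median rests in part on restored replicate 1, without which it was 0.36 and the camera adjusted p 0.0568. The list members were not uniform, with 13 higher and 4 lower. The lower ones were ISG20 (-0.56), ISG15 (-0.22), IFIT1 (-0.08) and IRF9 (-0.02), and 7 further members did not pass the expression filter.

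Restored replicate 1 differed from the other restored-labelled libraries in genes that were on in one and off in the others. In 8 of 13524 genes it lay at least 16-fold beyond each of the other 3, where the count was 0 for each of the other 7 libraries against their own label. At 4-fold the share was 0.584% of genes for restored replicate 1, 0.747% for parental replicate 1 and between 0% and 0.0592% for the others. S100A11 stood at 258 CPM in restored replicate 1 against 0.826, 10.5 and 0.507 CPM in restored replicates 2 to 4, with 723 CPM in the parental mean, and ALB at 13.8 CPM against 445, 681 and 598 CPM, with 152 CPM in the parental mean. Admixture of parental RNA is argued against. It would lower genes specific to the restored-labelled libraries by the share at which parental-only genes appear, but the 16 former genes had a median ratio of 0.353 (0.0784 to 1.38), while 7 parental-only genes stood at a median of 15.4% of the parental level (1.83% to 55.8%). A GC and length trend is argued against as well, with 10 genes still at least 16-fold apart with the offset. A separate clone, or a mixture of clones, behind restored replicate 1 is a candidate explanation that the labels neither give nor exclude.

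Restored replicate 3 held traces of some of the genes that set restored replicate 1 apart. In the 6 genes with at least 5 CPM in restored replicate 1 and under 1% of that in restored replicate 4, the pooled level in restored replicate 3 was 3.95% of that in restored replicate 1, against 0.287% in restored replicate 2. The share in restored replicate 3 ran from 3.21% to 6.29% over the 6 genes, no more than counting error allows (chi-square test on counts with 10000 Poisson draws, p = 0.756). NR0B1, another gene that set restored replicate 1 apart (6.49 CPM), was left out by that limit and had 0 counts in restored replicate 3, where the share predicts 5.12. With a limit of 2%, which keeps it, the 7 genes gave a share of 3.88%, still within counting error together (the same chi-square test, p = 0.276). With a limit of 5%, 12 genes gave 4.74% and differed by more than counting error (p = 0.0001 in the same chi-square test), and some of them also reached up to 10.96% in restored replicate 2. As a share of the parental level the 6 genes ran from 0.537% to 23.2%, which argues against parental material (the same chi-square test, p = 0.0001, the smallest that 10000 draws can give). Carry-over between libraries, or a minority of cells of the kind that make up restored replicate 1, may both give a roughly common share, which NR0B1 does not follow, and nothing measured here separates them. The counts behind it are small in 3 of the 6 genes, at 7 each in restored replicate 3.

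Log2 fold changes were grouped by chromosome region. Of 23 chromosomes, 17 had a median that differed from that of all genes at an adjusted p under 0.05 by permutation of gene positions, led by chromosome 5 at 0.40 (raw p = 0.0001, the smallest that 10000 permutations can give). The SD of window medians was 2.88 times its mean in 200 random placements, and 2.91 times with the GC and length offset, so neither chance placement nor that trend accounts for it. Variation between libraries is argued against, since the SD reached at most 0.148 among the 6 splits of a label into pairs, against 0.231 between the labels, and 1 of 35 splits, the real one, had an SD as large. Window medians from the less and the more expressed genes of each window correlated across windows at 0.83, where 1000 random placements gave at most 0.19. Such shared shifts are consistent with differences in gene copy number between the parental line and the selected derivative, a hypothesis that DNA would decide and that was not tested on DNA here. Regional control of transcription would give similar shifts and stays open.

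The regional profile was shared only in part by restored replicate 1. Its window medians correlated at 0.65 with those of the other 3 restored-labelled libraries when each side was set against its own pair of parental libraries, and the same correlation for restored replicates 2, 3 and 4 was 0.79, 0.80 and 0.78. In the window of chromosome 9 from 35605305 to 71986054 the 4 restored-labelled libraries stood at 0.91, 0.85, 0.81 and 0.68. In the window of chromosome 13 from 31199936 to 46052759 restored replicate 1 stood at -0.11 and the others at -0.83, -0.86 and -0.63, and in that of chromosome 1 from 112523518 to 121392822 at -0.09 against -0.77, -0.82 and -0.73. A common origin of the restored-labelled libraries with later divergence is a hypothesis that these values do not decide. All shifts were set against parental libraries, so a change shared by the parental libraries would appear in each restored-labelled one, whatever its origin. The regional profile also bears on genes such as TLN1, whose log2 fold change of 1.11 left 0.27 after its window median was subtracted.

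Parental replicate 1 was low in proliferation genes, with a median log2 deviation from the parental mean of -0.85, against 0.13, 0.03 and 0.73 in parental replicates 2 to 4. With the GC and length offset the value was -0.90, so that trend is argued against as its source. A slower or denser culture is a candidate explanation, and no label gives the state of single cultures. The proliferation list median between the labels fell to 0.03 without this library.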
